A study of Mus musculus with 2 samples.

How the data were processed

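Single-cell RNA sequencing was carried out on promyelocytes sorted from the leukemic bone marrow of mice whose cells carry the PLZF/RARA fusion, after 7 days of treatment with retinoic acid or with its vehicle, corn oil containing 10% DMSO. Per the labels' protocols, late promyelocytes were sorted by surface antigens, polyadenylated RNA was captured in droplets with 10x Genomics 3′ chemistry at a target of 6000 cells per library, and a cohort held 3 to 5 mice. The labels do not state how many mice gave cells to each library. The deposited values are raw UMI counts per gene and cell (a UMI, or unique molecular identifier, marks 1 captured RNA molecule), written by Cell Ranger 4.0.0 per the file headers. The genome build, the gene annotation and the rule that separated cells from empty droplets are not stated in the headers or the labels, and no normalisation was applied to the counts. Both matrices list the same 32285 gene identifiers, none without a name. Of these, 32158 matched GENCODE M21 by identifier, and all coordinates given are GRCm38 positions from that match.

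The vehicle matrix held 5786 barcodes and 99679545 UMIs, and the retinoic acid matrix held 7416 barcodes and 110443779 UMIs. Cells were kept with at least 1000 UMIs, at least 500 detected genes and at most 10% mitochondrial UMIs, which removed 310 vehicle and 276 retinoic acid barcodes. The kept cells carried 99.4% of the vehicle UMIs and 99.7% of the retinoic acid UMIs. Scrublet called 9 vehicle cells (0.164%) and 16 retinoic acid cells (0.224%) doublets. So low a share of so many cells was taken to mean that the caller had not worked, which was not tested, and no doublets were removed in the reported values. An alternative removed the 5% of cells with the highest scores from each library, 274 and 357 cells, whose median depths were 30346 and 23374 UMIs.

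Each group held 1 library. No test was therefore made, and no p-value, standard error or number of significant genes is given, because cells of a library are not replicates. Counts were summed over the kept cells of a library and expressed as CPM, the percent of the library's counts times 10000. The ratio is retinoic acid over vehicle on the log2 scale with 0.5 counts added to each sum. Sums carry exact 95% Poisson intervals, ratios an exact binomial interval conditional on the summed counts of both libraries, and shares of cells an exact binomial (Clopper-Pearson) interval. Differences between shares carry Newcombe's interval built from Wilson limits. These intervals cover counting error only, not differences between mice, sorts or library preparations. A sum of 0 allows up to 3 counts, which is 0.030 CPM in the vehicle and 0.027 CPM in the retinoic acid library, and ratios against 0 were computed against that floor.

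Genes with at least 20 CPM in either library were compared, and those with a ratio of at least 2 either way were counted. Named genes were Ezh2, the genes of the sorted antigens, the fusion partners, sex-linked genes, members of the fixed lists with at least 20 CPM in either library, and the 10 largest rises and 10 largest falls among genes with at least 50 CPM in either library. Gene lists for the retinoic acid response, primary granules, neutrophil maturation, PRC2 (the complex that holds EZH2), progenitors, S phase, G2/M phase, immediate early genes and the interferon response were fixed before the data were examined, as were the rules above and the markers used to name clusters. For each list the median log2 ratio was taken over members with at least 10 counts over both libraries, and members under that number were left out. Its counting interval came from 1000 Poisson redraws of the counts, and its percentile from 10000 random lists of the same size drawn from 20 bins of mean expression. The percentile describes these libraries and is not a test of the treatment. Genes with near-identical copies, among them Cstdc5 and other stefin genes, Tcrg-C2 with Tcrg-C1, Ly6c1 with Ly6c2 and Serpina3g, are uncertain because the counting could have split reads between copies.

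For measures per cell, each cell with at least 5000 UMIs was thinned at random to 5000 UMIs. This left 5282 vehicle and 6659 retinoic acid cells and left out 194 and 481 shallower cells. The maturation share is the percent of a cell's UMIs in the neutrophil maturation list. Phases were called with the cell cycle scoring of scanpy on both libraries together, from the S and G2/M lists. For clustering, counts were scaled to 10000 per cell and log-transformed, genes with a ratio of at least 2 between the libraries were left out, and 2000 variable genes ranked within each library, 30 principal components, 15 neighbours and Leiden resolution 0.5 were used. A cluster was named when at least 3 of its 10 leading genes by fold were markers of 1 class and no class tied with it. The 10 leading genes were taken from genes with at least 20 CPM in the cluster.

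The calculation was tested on simulated counts for the comparison of both libraries. Of 200 genes given known changes among 5197 genes compared, 100% were called in the right direction, no unchanged gene was called (0), and 97% of the ratio intervals held the simulated value. All simulated changes were larger than the 2-fold limit, in genes with means above the CPM limit, and counting error was the only noise. The simulation therefore checks the calculation, and it cannot show how changes near the limit or differences between libraries are handled. The alternatives were all deposited barcodes, a mitochondrial limit of 5%, removal of high doublet scores, TMM scaling from edgeR, equal weight for every cell, other CPM limits, other depths for thinning, shorter maturation lists and other clustering settings. Removal of cells with at most 0.1% mitochondrial UMIs, and leaving the maturation list out of the total when Ezh2 was compared between groups of cells, were added after the data had been seen. The log2 ratio of Ezh2 between the groups of highest and lowest maturation share was not planned either. Work was done with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0, R 4.3.3 and edgeR 4.0.16.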

Results

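Acute promyelocytic leukemia driven by the PLZF/RARA fusion, which joins the zinc finger protein PLZF (gene Zbtb16) to the retinoic acid receptor alpha (gene Rara), responds poorly to retinoic acid. The series asked what the drug does to single leukemic promyelocytes and which part EZH2, the histone methyltransferase of Polycomb repressive complex 2 (PRC2), takes in resistance. Late promyelocytes positive for CD45, c-Kit, Gr1 and Fcγ receptor and negative for CD34 were sorted after 7 days of intraperitoneal retinoic acid (0.8 to 1 mg) or vehicle. Each group held 1 library, so no difference below has a replicate check, and differences between mice or preparations are part of every ratio. After filtering, the vehicle library held 5476 cells with 99107718 UMIs and a median of 16750 UMIs and 3736 genes per cell. The retinoic acid library held 7140 cells with 110088247 UMIs and a median of 14604 UMIs and 3449 genes per cell. Mitochondrial UMIs made up a median of 1.98% of a vehicle cell and 1.23% of a retinoic acid cell.

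Expression was first compared over all genes. Of 5548 genes with at least 20 CPM in either library, 448 (8.08%) differed at least 2-fold, of which 168 were higher and 280 lower in the retinoic acid library. At least 10-fold differences were found for 30 higher and 46 lower genes. The median log2 ratio was 0.01, with quartiles of −0.25 and 0.24. The limit on low counts moved this result most: without any limit 6081 genes differed at least 2-fold, 2063 higher and 4018 lower. The genes Camp, Ngp, S100a8, S100a9 and Elane together took 0.141% of the vehicle UMIs and 6.71% of the retinoic acid UMIs, while ribosomal protein genes took 27.1% and 23.9%. TMM scaling, which discounts such genes, raised every log2 ratio by 0.08. With it 197 genes were at least 2-fold higher and 244 lower, so the size of the lean toward lower genes depended on the scaling, but not its direction.

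**Figure D1:**
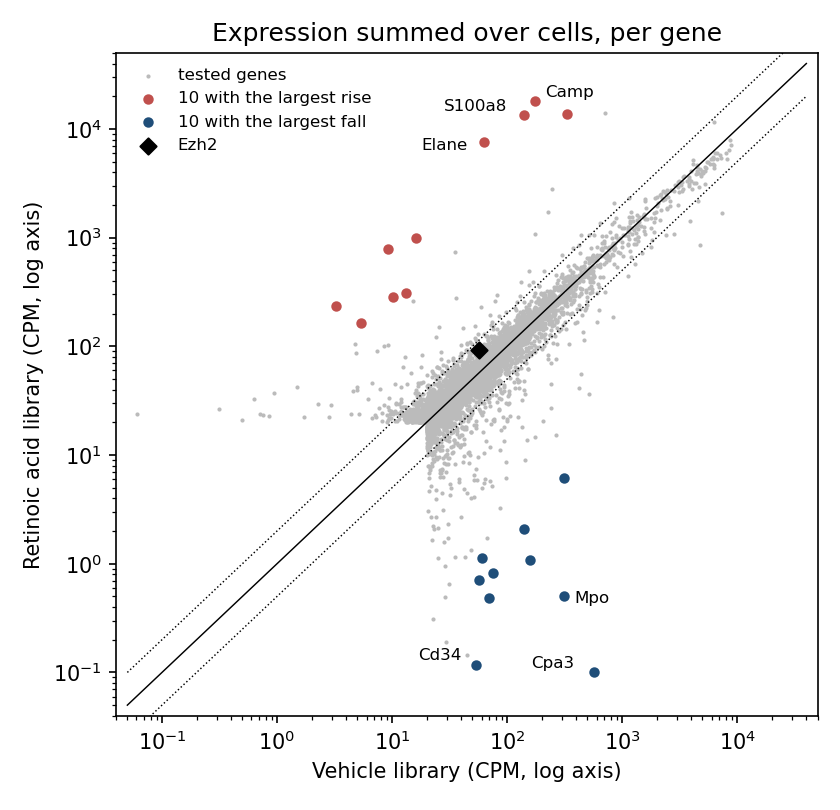
Expression of each gene with at least 20 CPM in either library, as CPM summed over cells in the vehicle library (horizontal, log axis) and in the retinoic acid library (vertical, log axis); the solid line marks equal values and the dotted lines a ratio of 2 either way. The 10 largest rises and the 10 largest falls lie far outside the dotted lines, with Cpa3 at 570 CPM in the vehicle and 0.0999 CPM in the retinoic acid library, while Ezh2 lies between the solid and the upper dotted line.

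The retinoic acid response list asked whether the drug acted on the sorted cells. Its median log2 ratio over the 8 of 16 members with enough counts was −0.01 (counting interval −0.15 to 0.14), at percentile 73.2 of random lists, and 4 members were higher and 4 lower. TMM scaling gave 0.075, so the sign of this median was not settled. All 8 members lay under 20 CPM and are named outside the size rule, after their values were seen. The median lay between Rarg at 0.13 and Rdh10 at −0.14. Rara, at −2.48, is among the 4 lower members, and its counts do not separate RNA of the fusion from RNA of the unfused gene. Cyp26a1, which encodes a retinoic acid hydroxylase (ENSMUSG00000024987, GRCm38 chromosome 19, 37697798 to 37701536), rose from 8 to 253 counts, a log2 ratio of 4.75 (3.83 to 6.06). Dhrs3, which encodes a retinal reductase, rose from 195 to 2017 counts (log2 ratio 3.22, 3.01 to 3.44). Stra8 had a log2 ratio of −2.29 (−2.48 to −2.11). Asb2 had 21 counts in the vehicle and 0 in the retinoic acid library, which is a log2 ratio of −2.96 or lower if 3 counts are taken for the 0, and −2.53 or lower by the exact interval. Cd38 had 0 counts in the vehicle and 12 in the retinoic acid library, which is a log2 ratio of at least 1.85 if 3 counts are taken for the 0, and at least 1.32 by the exact interval.

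The granule and maturation lists addressed differentiation. The neutrophil maturation list had a median log2 ratio of 4.39 (counting interval 4.33 to 4.52) over 22 members, above all 10000 random lists, with 20 members higher and 2 lower. The lower members were Cebpe at −0.16 and a member under 20 CPM at −1.28. The 10 largest rises among genes with at least 50 CPM were Elane, Camp, S100a8, Cstdc5, Retnlg, Wfdc21, S100a9, Ceacam10, Lrg1 and Cd177, with log2 ratios from 6.93 down to 4.57. Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617) rose from 175 to 18200 CPM, and S100a8 from 139 to 13352 CPM. The primary granule list had a median log2 ratio of 0.52 (0.51 to 0.53), at percentile 99.9, but its 7 members moved apart. Elane (ENSMUSG00000020125, chromosome 10, 79886247 to 79888215) rose from 62.8 CPM (61.3 to 64.4) to 7663 CPM (7647 to 7680), a log2 ratio of 6.93. Its neighbour Prtn3 rose by 3.52 and Ms4a3 by 1.30. Ctsg was nearly level at 6444 and 5979 CPM. Mpo (ENSMUSG00000009350, chromosome 11, 87793581 to 87804413) fell from 30857 counts (311 CPM) to 55 counts (0.4996 CPM), a log2 ratio of −9.27 (−9.69 to −8.90).

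The spread of maturation over cells was measured as the maturation share at 5000 UMIs per cell. The median share was 0.08% in the vehicle (quartiles 0.04% and 0.14%) and 3.46% in the retinoic acid library (quartiles 1.4% and 10.25%). Without thinning the medians were 0.0829% and 3.58%. Of 6659 retinoic acid cells, 6132 (92.1%, 91.4 to 92.7) exceeded 0.52%, the 95th percentile of the vehicle library. Free RNA was not separated from expression, and the list took 6.28% of all retinoic acid UMIs against 0.209% of the vehicle UMIs, so this share includes any cells that free RNA alone raised above 0.52%. Of 5282 vehicle cells, 63 (1.19%, 0.918 to 1.52) exceeded the retinoic acid median. Leaving S100a8 and S100a9 out of the list moved the share of retinoic acid cells above the vehicle 95th percentile most, to 84.4%.

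**Figure D2:**
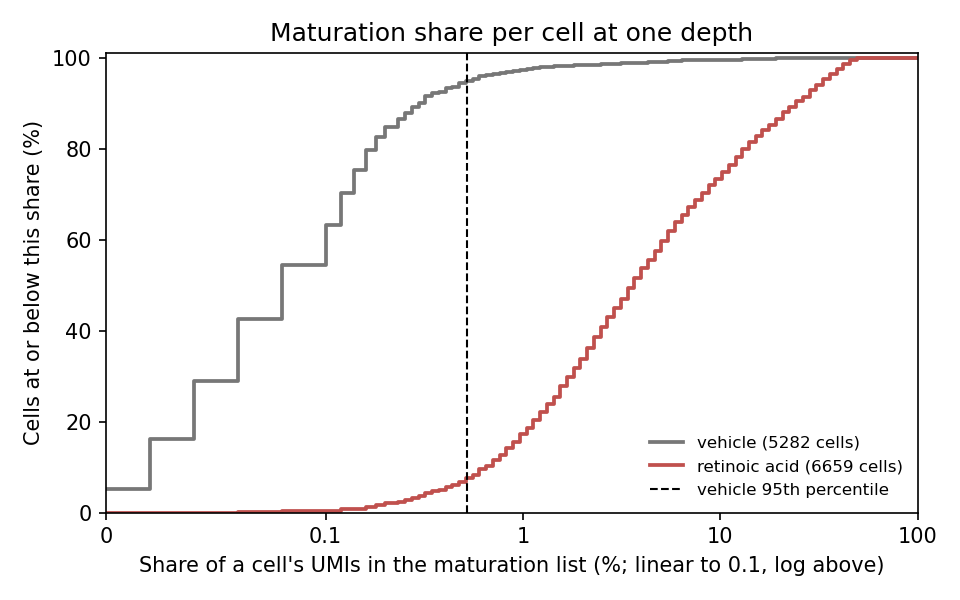
Cumulative percent of cells (vertical) at or below a given maturation share (horizontal, percent of a cell's UMIs in the neutrophil maturation list, linear to 0.1 and logarithmic above), for 5282 vehicle and 6659 retinoic acid cells thinned to 5000 UMIs. The dashed line is the vehicle 95th percentile of 0.52%, and 92.1% of the retinoic acid cells lie to its right.

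Clustering without the genes that differed at least 2-fold gave 1 cluster that earned the name maturing neutrophil-like. It held 55 of 5476 vehicle cells (1.00%, 0.758 to 1.31) and 968 of 7140 retinoic acid cells (13.6%, 12.8 to 14.4), a difference of 12.6 percentage points (11.7 to 13.4). At resolution 1.0 the difference was 16.9 percentage points. The remaining clusters stayed unnamed. Most held nearly only cells of 1 library even with those genes left out, so a cluster mostly of 1 library may be that library rather than a cell type.

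The largest falls among genes with at least 50 CPM were those of Cpa3, Mpo, Cd34, Tcrg-C2, Tespa1, Igfbp4, Fgf3, 1500009L16Rik, Nt5c3b and Serpina3g, with log2 ratios from −12.41 to −5.66. Cpa3, which encodes mast cell carboxypeptidase (ENSMUSG00000001865, chromosome 3, 20215620 to 20242181), fell from 56477 counts to 11 counts. Among vehicle cells thinned to 5000 UMIs, 58.5% (57.2 to 59.9) had a Cpa3 UMI, and free RNA was not separated from expression. The progenitor list had a median log2 ratio of −2.01 (−2.40 to −1.66) over 9 members, all lower, at percentile 0.01 of random lists. Gata2 was at −5.23, while Myb was at −0.42 and Erg at −0.20. The sorted antigens were checked at the level of RNA. Ptprc (CD45) was level at 99.6 and 102 CPM, Kit was at 19.3 and 16.7 CPM, and of the Fcγ receptor genes Fcgr3 was at 53.5 and 64.8 CPM and Fcgr2b at 123 and 88.9 CPM. For Gr1, Ly6c2 was at 4765 and 4326 CPM, and Ly6g rose from 35.6 to 281 CPM. Cd34 was at 53.8 CPM in the vehicle and 0.118 CPM in the retinoic acid library, although cells were sorted as negative for the antigen. Zbtb16 fell from 9.76 to 1.63 CPM (log2 ratio −2.58, −2.82 to −2.35) and Rara from 11.04 to 1.97 CPM (log2 ratio −2.48, −2.70 to −2.27). These counts do not separate RNA of the fusion from RNA of the unfused genes. They may also hold no RNA of the fusion, because it is not stated whether the reference used for counting included it. Xist was at 3.23 and 2.38 CPM, and of the Y-linked genes Kdm5d had 4 and 18 counts and Eif2s3y 0 and 1, with none for Ddx3y and Uty.

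Cell cycle and EZH2 were compared next. The S list had a median log2 ratio of 0.58 (0.54 to 0.60; 42 of 43 members higher) and the G2/M list of 0.49 (0.46 to 0.51; 51 of 54 members higher), both above all random lists. At 5000 UMIs per cell, G1 cells made up 47.7% (46.4 to 49.1) of the vehicle and 19.6% (18.7 to 20.6) of the retinoic acid library. S cells made up 20.7% (19.6 to 21.8) and 40.5% (39.3 to 41.7), a difference of 19.8 percentage points (18.2 to 21.4). G2/M cells made up 31.6% (30.4 to 32.9) and 39.9% (38.7 to 41.1), a difference of 8.27 percentage points (6.54 to 9.98). Without thinning, S shares were 21.2% and 40.9%, and G2/M shares 30.6% and 39.7%. Removing the highest doublet scores moved the G2/M difference most, to 9.62 percentage points. Each library was split into 4 groups of cells of near-equal size by maturation share. In the retinoic acid group with the highest share, 37.6% (35.2 to 39.9) were in G1, against 12.6% to 14.5% in its other groups.

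Ezh2 (ENSMUSG00000029687, GRCm38 chromosome 6, 47530139 to 47595341, minus strand) rose from 5603 counts or 56.5 CPM (55.1 to 58.0) to 10282 counts or 93.4 CPM (91.6 to 95.2), a log2 ratio of 0.72 (0.68 to 0.77). Among the alternatives for processing, equal weight for every cell moved this most, to 0.83. With both libraries set to the vehicle shares of phases, the log2 ratio in cells with at least 5000 UMIs was 0.51 against 0.73 before. Ezh2 was higher in the retinoic acid library in each phase, with 19.5 and 38.1 CPM in G1, 82.6 and 105.6 CPM in S, and 75.1 and 99.5 CPM in G2/M. Within the retinoic acid library Ezh2 fell with the maturation share, from 104.5 CPM (100.98 to 108) in the group of cells with the lowest share to 71.7 CPM (68.0 to 75.5) in that with the highest. The list itself is part of the total, with a median share of 0.76% in the lowest group and 20.2% in the highest. The log2 ratio of the highest to the lowest group was not a planned comparison. With the list left out of the total, a setting chosen after seeing the data, this ratio went from −0.54 (−0.64 to −0.45) to −0.22. Among its G1 cells Ezh2 was at 58.3, 49.8, 34.0 and 22.2 CPM from the lowest to the highest group, a log2 ratio of −1.39 (−1.73 to −1.06), or −0.92 with the list left out. In vehicle G1 cells the groups lay between 17.0 and 21.3 CPM. G1 cells made up 14.5% of the lowest and 37.6% of the highest retinoic acid group, and Ezh2 was lowest in G1. The fall of Ezh2 over all retinoic acid cells therefore includes this shift in phases. It cannot be read as a fall within S or G2/M cells, for which Ezh2 was not given by group. The PRC2 list had a median log2 ratio of 0.38 (0.21 to 0.48), at percentile 99.7, with 8 of 11 members higher. At the vehicle shares of phases its median went from 0.37 to 0.14, and the middle 95% of random lists, before that setting, lay from −0.29 to 0.26. Suz12 was at 0.47 and Jarid2 at 0.59, whereas Eed was at −0.09.

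**Figure D3:**
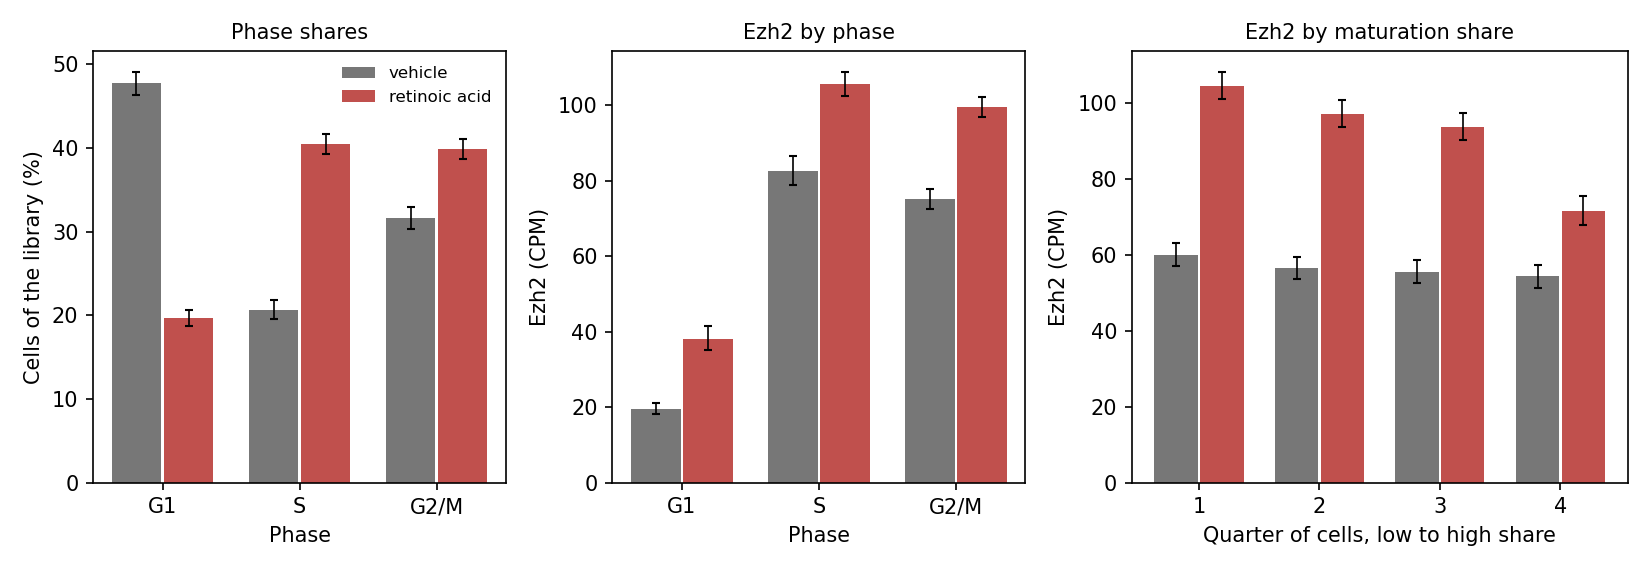
Percent of cells per phase (left), Ezh2 in CPM per phase (middle) and Ezh2 in CPM in 4 groups of each library's cells ordered by maturation share (right), for the vehicle and retinoic acid libraries, with exact 95% intervals of counting error as bars. Ezh2 was higher in the retinoic acid library in every phase and in each of the 4 groups, and fell to 71.7 CPM in the group with the highest share, where the maturation list takes part of the total.

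Lists for handling and inflammation were read in the same way. The immediate early list had a median log2 ratio of −1.07 (−1.35 to −0.82) over 16 members, below all random lists, with 15 members lower. Jun fell from 3016 to 254 counts, and Ier2 was the exception at 0.30. The interferon response list had a median of 0.03 (−0.09 to 0.38) over 13 members, at percentile 81.7, with 7 higher and 6 lower. Over its 3 members with at least 20 CPM the median was 0.79, and equal weight for every cell gave −0.073.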

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

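Of 104 recomputed values, 72 kept their sign and stayed within the counting interval of the reported value, or within 1.5 times a reported count, and 3 changed sign within that interval. All deposited barcodes, a mitochondrial limit of 5% and, chosen after seeing the data, removal of cells with at most 0.1% mitochondrial UMIs moved no result they were tried on beyond that. The cause of the changes was not tested except where the setting itself gives it.

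TMM scaling added 0.08 to each log2 ratio, which turned the retinoic acid response list to 0.075 and gave 0.60 for primary granules, 0.66 for S, 0.57 for G2/M and 0.80 for Ezh2. Equal weight for every cell gave 4.21 for neutrophil maturation, 0.50 for PRC2, 0.70 for S, 0.59 for G2/M and 0.83 for Ezh2, and turned the interferon list to −0.073. Removing the 5% highest doublet scores gave 0.50 for primary granules and 4.32 for neutrophil maturation, and turned the retinoic acid response list to 0.0032. Both lists that changed sign have medians within 0.03 of 0, so no direction is read from them.

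Over members with at least 20 CPM, the medians were 4.57 for neutrophil maturation (13 members), −2.83 for progenitors (4), 0.51 for G2/M (46), −0.60 for immediate early genes (7) and 0.79 for the interferon list (3). No retinoic acid response member reached 20 CPM, so that list has no such value, and its low counts limit what it can show. The number of genes differing at least 2-fold was 923 at 5 CPM, 133 at 100 CPM and 6081 without a limit, as more or fewer genes were compared.

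The share of retinoic acid cells above the vehicle 95th percentile was 90.9% at 3000 UMIs per cell, 84.4% without S100a8 and S100a9, and 88.5% without Camp, the member with most UMIs. The difference in the maturing neutrophil-like share was 14.9 percentage points with all genes allowed, 10.8 at resolution 0.3, 16.9 at resolution 1.0, 10.8 with 15 principal components and 11.5 without the S and G2/M genes. The S and G2/M share differences stayed within their intervals under every alternative tried for them. The log2 ratio of Ezh2 in the highest against the lowest maturation group of retinoic acid cells was not a planned comparison. Leaving the maturation list out of the total, also chosen after seeing the data, moved this ratio from −0.54 to −0.22, and among G1 cells from −1.39 to −0.92, since the list dilutes other genes. No paired analysis was possible because each group held 1 library.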

Other observations

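The tests on the maturation share, on mast cells, on a different leukemia per library, on the depth of cells with few mitochondrial UMIs on phase shares and on the removal of cells with few mitochondrial UMIs were chosen only after the results they measure, or closely related values, had been seen. Those on whole chromosomes and on nuclear RNAs were fixed before their values were seen.

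Genes such as Cpa3, Mpo and Cd34 were abundant in the vehicle library and almost missing from the retinoic acid library. A gain or loss of a whole chromosome is argued against: over the 20 nuclear chromosomes other than Y, each with at least 136 genes compared, the median log2 ratio lay at most 0.074 from that of all genes, and the 10 largest falls lie on 7 chromosomes. The 11 mitochondrial genes compared had a median of −0.55, and none of the largest falls is among them. A place further along the maturation share is argued against as the whole cause. The 10 genes that fell most were picked from retinoic acid cells above the vehicle 95th percentile of the maturation share and a random part of the vehicle cells. In the 527 retinoic acid cells at or below that percentile, their median log2 ratio against the other vehicle cells was still −4.63, from −11.16 for Cpa3 to −3.55. Position along the share was not held equal, as no limit on the share was set for these vehicle cells. Camp was at 641 CPM in the 527 cells and at 148 CPM in these vehicle cells. All 10 falls were smaller in the 527 cells than in the cells they were picked from, where they ran from −14.40 for Mpo to −6.16. Part of the pattern may therefore go with the maturation share. Over how many of the 527 cells these counts were spread was not examined, so a gradual change along the share is not shown. Picking the genes in cells above the percentile can itself enlarge their falls there. However, 54 of the 55 Mpo counts of the retinoic acid library lay in the 527 cells, at 5.61 CPM against 0.0101 CPM above the percentile. The same 527 cells held Elane at 6082 CPM, against 62.8 CPM in the vehicle cells they were set against, so the rise of Elane was also present in cells with a low maturation share.

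Mast cells or basophils mixed into the vehicle sort are argued against for the 9 largest falls other than Cpa3, taken as a set. The explanation stays open for Cpa3, and it was not decided for single genes among the 9. At 5000 UMIs per cell, 3091 of 5282 vehicle cells had a Cpa3 UMI. Between these and the remaining vehicle cells the 9 genes had a median log2 ratio of 0.50, from −1.13 for Mpo to 1.18 for Tcrg-C2. Tcrg-C2 and Fgf3 (0.83) differed by amounts like those of Gata2 and Mcpt8, given below. A split at 1 Cpa3 UMI, with free RNA left in, can make the sets look more alike than the cells are. The vehicle cells without a Cpa3 UMI held Mpo at 389 CPM and Cd34 at 49.3 CPM, and against them the retinoic acid library had a median log2 ratio of −6.08 over the 9 genes. For Cpa3 the values point both ways. Ctsg differed between the sets by a log2 ratio of −0.28 (−0.30 to −0.27) and Prss57 by −0.03 (−0.09 to 0.03), but mast cells can make Ctsg and free RNA was not separated from expression. Prtn3 was at −0.90, Ms4a3 at −0.94 and Elane at −2.48, lower in the cells with a Cpa3 UMI. Gata2 was higher at 1.05, Gzmb at 1.51, Cyp11a1 at 1.17 and Mcpt8 at 0.94. Fcer1a had 0 counts in both sets, which may also come from the reference used for counting. Ms4a2 had 28 counts in the cells with a Cpa3 UMI and 10 in the others, and Prss34 had 4 and 0, too few to decide. Ly6c2 was higher in the cells with a Cpa3 UMI at 0.34, as was Kit at 0.59. Hdc fell from 67.0 to 1.71 CPM and Il4 from 1453 to 22 counts in the retinoic acid library.

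Clusters bear on this as well. In the reported clustering, an unnamed cluster with Cpa3 and Il4 among its leading genes held 46.8% of vehicle and 0.560% of retinoic acid cells. Another, with Mpo, 1500009L16Rik, Fgf3, Igfbp4, Nt5c3b and Cd34 among its leading genes, held 32.9% and 0.420%. With all genes allowed, an unnamed cluster with Cpa3 and Tcrg-C2 among its leading genes held 53.9% of vehicle and 0% of retinoic acid cells. At resolution 1.0 an unnamed cluster with Il13 and Cma1 among its leading genes held 458 vehicle cells (8.36%) and 83 retinoic acid cells (1.16%), and with all genes allowed 1 with Il13 and Cd200r3 held 332 (6.06%) and 2. With all genes allowed, a cluster named eosinophil-like from the fixed markers held 10 vehicle cells (0.183%) and 331 retinoic acid cells (4.64%), and no such name was earned in the reported clustering. The clusters with Il13 go with a smaller number of mast cells or basophils in the vehicle sort, and clusters mostly of 1 library may be that library, so such cells and a mast cell program in the leukemic cells cannot be told apart for Cpa3 (Ctsg log2 ratio −0.28). Hdc, Il4, Il13, Cma1 and Cd200r3 were chosen after their values were seen.

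A different leukemia in each library stays open. In the 63 vehicle cells above the retinoic acid median of the maturation share, the same 10 genes had a median log2 ratio of −2.12 against the other vehicle cells, between a level like the rest of the library and the far lower level of the retinoic acid cells. These cells held Elane at 35.5 CPM and Ctsg at 1278 CPM, unlike the retinoic acid cells, so they may be of another origin. With 1 library per group, loss of these genes under the drug and a leukemia that never expressed them cannot be told apart.

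A set of cells had almost no mitochondrial UMIs. At most 0.1% of UMIs was mitochondrial in 144 of 5476 vehicle cells (2.63%, 2.22 to 3.09) and 490 of 7140 retinoic acid cells (6.86%, 6.29 to 7.47), a limit set after the distribution had been seen. Low depth is argued against, since their median depths of 10452 and 11554 UMIs let at least 142 mitochondrial UMIs be expected at the library median, and the median found was 2 in each library. Bare nuclei are argued against because Malat1, a nuclear RNA, was lower than in the other cells, with a log2 ratio of −4.21 in the vehicle and 606 against 2430 CPM in the retinoic acid library. Neat1 was at −1.37 and −0.39. Fragments of cytoplasm without a nucleus would hold less of other nuclear RNAs too, which had not been examined in these cells before. The summed counts of Xist, Kcnq1ot1, Airn, Pvt1 and Meg3 had log2 ratios of −3.02 (−3.55 to −2.58) in the vehicle and −1.58 (−1.78 to −1.39) in the retinoic acid library, as that explanation requires. The sum was not split by gene, so it does not show that each of these RNAs was lower. These barcodes may therefore be fragments of cells that carry neither nucleus nor mitochondria, which is a hypothesis from 1 library per group, and no biological explanation was tested. Removing them left the list medians, the maturation share result and the S and G2/M differences within their counting intervals, with Ezh2 at a log2 ratio of 0.74.

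The higher Ezh2 in the retinoic acid library went together with a larger share of cycling cells. With both libraries set to the vehicle shares of G1, S and G2/M cells, the log2 ratio of Ezh2 in cells with at least 5000 UMIs fell from 0.73 to 0.51, so the shares of phases are argued against as the whole cause. The setting moved other genes as well, with the S list median going from 0.59 to 0.22, the G2/M list median from 0.50 to 0.24 and the PRC2 list median from 0.37 to 0.14. Within cells called G1 the S list was at 0.59, the G2/M list at 0.58 and Ezh2 at 0.97, so differences in cycling within that phase were not removed and may hold part of the remaining 0.51. Within S cells the lists were at 0.21 and 0.01 and Ezh2 at 0.35, and within G2/M cells the lists were at 0.06 and 0.27 and Ezh2 at 0.41. A biological effect of the drug on Ezh2 stays among the open explanations and was not tested.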
